A study of Mus musculus with 4 samples. Its data were reported in "Pioneering function of Isl1 in the epigenetic control of cardiomyocyte cell fate" (2019).

How the data were processed

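RNA sequencing was done on cardiac progenitor cells made from mouse embryonic stem cells that carry a green fluorescent reporter of Nkx2-5, a cardiac transcription factor gene. On day 5 of differentiation the reporter-positive cells were sorted, and poly(A) RNA was turned into stranded libraries. There were 4 libraries, 2 from control clones and 2 from Isl1 knockout clones made by CRISPR/Cas9 editing, here called control and Isl1_KO. Groups and replicate numbers were taken from the sample titles. The titles, the column names and the study's methods describe a knockout, while the design text of the series speaks of a knockdown; the titles were followed.

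The authors mapped the reads to the mm9 mouse genome with STAR, with introns of 20 to 500000 bases allowed. They then counted exonic reads of each RefSeq transcript with HOMER on both strands together, without adjustment. The deposited counts are whole reads per transcript, and transcripts of 1 gene share reads, so the same read is counted for each of them. The deposited RPKM values were made by the authors with edgeR from the counts, the transcript length and the total of all entries, and a recomputation gave them back to within 0.746% in every library for entries with at least 200 counts. The RPKM values were used for that check only. The log2 fold changes and their standard errors in the authors' deposited table came from DESeq2, Isl1 knockout over control. The authors' deposited p-value columns hold the Wald p-value and its adjusted value. The deposited score is the Wald statistic, and the deposited signal column is the mean count after division by DESeq2 size factors. The versions of STAR, HOMER, DESeq2 and edgeR that the authors used were not stated. The number of columns of per-sample values that were not matched to a sample was 0.

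The table had 31507 transcript entries for 20701 gene symbols, and 5808 symbols (28.1%) had several entries, up to 25. For each symbol the entry with the highest summed count was kept, which held 57.0% of all counts. The totals were then 8821536 and 9147419 counts in the control libraries and 13186103 and 11388326 in the Isl1_KO libraries. A floor of 3 counts corresponded to 0.340, 0.328, 0.228 and 0.263 CPM (counts-per-million mapped to genes) in these libraries. Floors from counts cover counting error only, since the reads carried no molecular identifiers. The standard errors of log2 fold changes come from the fitted model described below and include the spread between libraries. Gene positions are those of GENCODE vM1 on NCBIM37, the assembly that mm9 is made from, and 20300 genes (98.1%) were placed. Counting on both strands lets genes that overlap on opposite strands share reads, and 4 of the named genes had an exon overlapping that of another protein-coding gene (Gata5, Smarcd3, Sycp3 and Tmod1), so their values are less certain. Myh6 and Myh7 are near-identical neighbours, and Eif2s3y, Uty and Ddx3y have copies on the X chromosome, so reads of such pairs could have been split or lost in mapping.

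The main test was the quasi-likelihood F test of edgeR 4.0.16 (TMM factors, filterByExpr, no covariate, two-sided) in R 4.3.3, with Benjamini-Hochberg adjustment over 12715 genes and a threshold of 0.05. Standard errors of log2 fold changes were taken from the fitted coefficient and its F statistic. The study's own criteria, an absolute log2 fold change over 0.58 (1.5-fold) with an unadjusted p-value under 0.05, were applied to a Wald test of DESeq2 1.42.0 on the 16855 genes with at least 1 count. Gene sets were tested with camera of limma 3.58.1 on log2 CPM with a prior count of 1 and an inter-gene correlation of 0.01, two-sided, adjusted over 6 sets. The value of a set is its median log2 fold change minus the median of all tested genes. CPM values used effective library sizes, and means are given with the SD of 2 libraries. With 2 libraries against 2, an exact permutation test of a single gene cannot give a two-sided p under 0.333, so the tests rest on error shared across genes. Other tools were Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

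The groups, the tests, a list of 24 genes the study discusses, the gene sets and most alternatives were fixed before the data were examined. The genes to be named were fixed by rule: Isl1, each listed gene past the adjusted threshold, Smarcd3, Nkx2-5, Ttn, Gata4, Mef2c and Myocd in any case, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among those past the threshold with a mean log2 CPM of at least 2 and both Isl1_KO libraries on the same side of both control libraries. Of the genes that this rule selects, 1 is not reported here. The rule was extended after the data were seen, for the closing observations, by members of the Y-linked and imprinted check lists and X-linked copies of Y-linked genes. Msx2, the listed gene that passed over the list and was higher, was also added then. The replicate numbers 1 and 2 in the titles occur in both groups, so a fit with the number as a block was made as an alternative; the pairing comes only from these numbers. The other alternatives were DESeq2 size factors in place of TMM, no filter or at least 10 counts in every library, all transcript entries, DESeq2, a test against 1.5-fold (glmTreat), a loess offset on transcript length, a prior count of 5, an estimated inter-gene correlation, shrunken fold changes and leaving out each library. Added after the data were seen was a fit with a dispersion taken from the Isl1_KO pair alone. It used a likelihood ratio test in place of the quasi-likelihood F test. Fits without Y-linked and imprinted genes or without a segment of chromosome 12 and the Y chromosome were also added then.

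The fits were tested on simulated data, drawn from the means and library sizes of the real genes with 200 genes changed. Both groups were given the same dispersion. The changed genes were taken from those above a minimum expression and had fixed fold changes. The edgeR test recovered 192 of the 200 among 12687 genes tested, with 10 false calls. DESeq2 recovered 185 among 16421, with 2 false calls. In the real data the biological coefficient of variation was 1.29% within control and 16.3% within Isl1_KO. The simulation did not reproduce this difference. Its counts therefore do not show how the tests perform with groups of unequal spread, or for weakly expressed genes. Binding, accessibility and other expression data of the study were not analysed here.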

Results

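Transcript levels were measured in 4 RNA-Seq libraries of sorted Nkx2-5 reporter-positive cardiac progenitor cells at day 5 of differentiation, 2 from control and 2 from Isl1_KO clones. Isl1 is a LIM-homeodomain transcription factor of the second heart field, and the comparison asks which genes of these progenitors depend on it. Over 1 transcript per gene, the libraries held 8821536 and 9147419 counts for control and 13186103 and 11388326 for Isl1_KO. At least 1 count was found for 15500 and 15501 genes in control and for 15596 and 15411 genes in Isl1_KO. The 10 most abundant genes took between 3.81% and 4.43% of the counts of a library.

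The replicates of the groups differed in how close they were. Across 12530 genes, the counts of the control libraries differed little more than counting error, with a chi-square per degree of freedom of 1.14, although the test still found a difference between these libraries (p = 9.0e-26). The same ratio was 18.7 for the Isl1_KO pair over 12656 genes. Pearson's r of log2 levels across genes, which are not independent replicates, was 0.996 for the control pair and 0.985 for the Isl1_KO pair. The biological coefficient of variation was 1.29% within control, 16.3% within Isl1_KO and 11.1% in the joint model. The control libraries were kept as 2 samples, as labelled. The chi-square test compares them with counting error only and cannot show that they came from separate cultures. The edgeR test shares its dispersion between the groups. If both control libraries came from 1 culture, they would hold little of the variation between clones. Standard errors and p-values of the test could then be too small. Taken over all genes, the spread within groups lay mostly in the Isl1_KO pair, but not for every gene.

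Isl1 itself was examined first as a check of the labels. Isl1 (chromosome 13, 117088478 to 117099896, minus strand) had 309 and 326 counts in the control libraries and 17 and 24 in the Isl1_KO libraries. Scaled by library size, as counts-per-million (CPM), its level was 35.4 ± 0.421 CPM (SD, n = 2) in control and 1.69 ± 0.548 CPM (SD, n = 2) in Isl1_KO. The log2 fold change was -4.39 (SE 0.213), with an adjusted p of 0.00276 in edgeR's quasi-likelihood test. The levels followed the labels, and the Isl1_KO counts were above the floor of 3 counts. Of the alternatives, leaving out the first Isl1_KO library moved the value most, to -4.02.

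Of 12715 genes tested, 312 (2.45%) differed between Isl1_KO and control at an adjusted p under 0.05 in edgeR's test. Of these, 247 (79.2%) were lower and 65 were higher in Isl1_KO, and in all 312 both Isl1_KO libraries lay on the same side of both control libraries. A fold change of at least 4 was reached by 123 of the lower genes and by 0 of the higher genes. The count depended on the test, from 92 genes against a 1.5-fold change to 693 in a fit added after the data were seen. That fit took the dispersion from the Isl1_KO pair alone and replaced the quasi-likelihood F test by a likelihood ratio test. These changes were not separated, so the rise cannot be put down to the dispersion. With the study's own criteria, 992 genes differed in DESeq2, 222 higher and 770 lower (77.6%). Of these 992 genes, 499 had a DESeq2 adjusted p under 0.05 and 267 were among the 312 genes of edgeR's test.

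**Figure D1:**
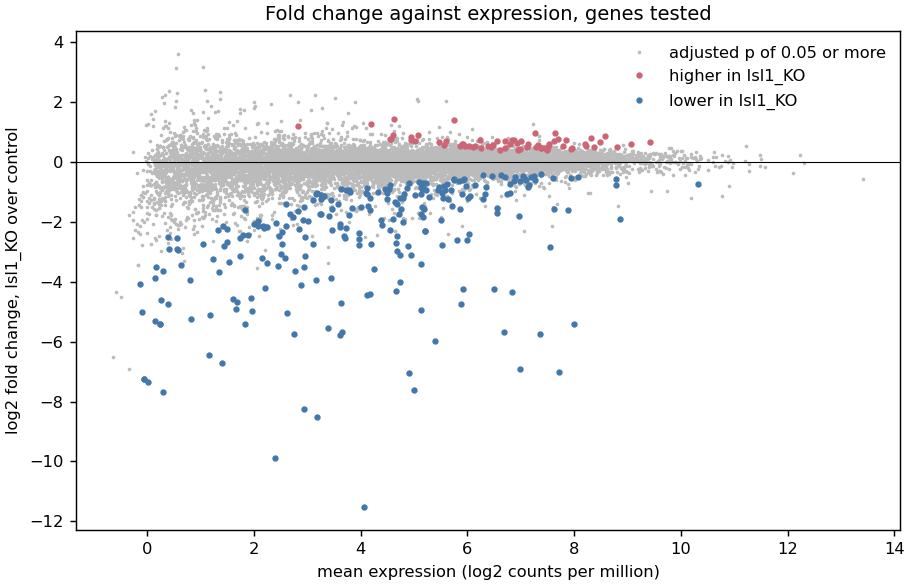
Log2 fold change of Isl1_KO over control (y axis) against mean expression in log2 CPM (x axis) for the 12715 genes tested, with 1 point per gene. The 247 genes with an adjusted p under 0.05 that were lower reach far larger changes than the 65 that were higher, none of which reached a fold change of 4.

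The recomputed DESeq2 fold changes were set against those in the authors' deposited table. Over 27104 transcript entries Spearman's rho was 1, and no fold change differed by more than 0.000823 on the log2 scale. The study's criteria were met by 1658 entries, or 1014 distinct symbols, in the authors' deposited table, and the recomputation gave the same 1658 entries. Keeping 1 entry per symbol left 999 genes in the authors' deposited table.

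To ask whether genes that the study discusses changed, a list of 24 such genes was tested. With adjustment over the list alone 18 of the 24 passed 0.05, 17 lower and 1 higher in Isl1_KO, and with adjustment over all genes 14 did, all of them lower in Isl1_KO. In the list adjustment 19 passed under several alternatives and 16 when at least 10 counts were required in every library. That filter removed Gata5 and Mybpc3, which had 18 and 5 and 8 and 3 counts in the Isl1_KO libraries, so these were not tested there. Among contractile genes, Ttn (chromosome 2, 76542037 to 76820604) fell from 420 ± 48.1 to 3.24 ± 0.414 CPM (SD, n = 2 each), a log2 fold change of -7.01 (SE 0.150, edgeR adjusted p 1.1e-04). Other contractile genes of the list had log2 fold changes of -7.06 (SE 0.236) for Mybpc3, -6.92 (SE 0.113) for Myh6 and -5.76 (SE 0.0804) for Myh7, and adjusted p of 0.000773, 3.8e-05 and 3.8e-05. Myh6 (chromosome 14, 55560758 to 55585764) and Myh7 (chromosome 14, 55589525 to 55613471) are adjacent copies, so the split of reads between them is uncertain. Smaller decreases were found for Myl3 (-3.57, SE 0.205), Ryr2 (-2.61, SE 0.248) and Tmod1 (-1.11, SE 0.108). Of the 8 contractile or structural genes of the list, 7 passed over all genes and 1 passed neither adjustment.

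Among the listed regulators, Myocd (chromosome 11, 64990063 to 65083491) fell from 49.2 ± 3.13 to 2.48 ± 0.0759 CPM (SD, n = 2 each), with a log2 fold change of -4.30 (SE 0.137, edgeR adjusted p 0.000694). Mef2c (chromosome 13, 83643033 to 83806684) fell from 174 ± 4.47 to 9.19 ± 3.31 CPM, with a log2 fold change of -4.23 (SE 0.216, edgeR adjusted p 0.00276). The log2 fold change was -4.71 (SE 0.368) for Gata5, -3.62 (SE 0.213) for Tbx5 and -1.71 (SE 0.182) for Hand2. Nkx2-5 (chromosome 17, 26975609 to 26978510), whose reporter was used to sort the cells, was at 20.5 ± 0.925 CPM in control and 4.55 ± 0.302 CPM in Isl1_KO (SD, n = 2 each), a log2 fold change of -2.16 (SE 0.154, edgeR adjusted p 0.00687). Gata4 (chromosome 14, 63817759 to 63890529) did not pass the threshold over all genes, at -0.49 (SE 0.123, edgeR adjusted p 0.109; 0.0124 over the list).

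The listed gene that was higher and passed over the list was Msx2 (chromosome 13, 53562250 to 53568443). It was at 79.8 ± 1.00 CPM in control and 132 ± 20.6 CPM in Isl1_KO (SD, n = 2 each). Its log2 fold change was 0.73 (SE 0.119), with an edgeR adjusted p of 0.00236 over the list and 0.0556 over all genes.

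Smarcd3, which encodes the SWI/SNF subunit Baf60c (chromosome 5, 24096636 to 24107830), had 456 and 509 counts in control and 362 and 235 in the deeper Isl1_KO libraries. Its level was 53.7 ± 2.78 CPM in control and 24.1 ± 5.26 CPM in Isl1_KO (SD, n = 2 each). The log2 fold change was -1.15 (SE 0.167, edgeR adjusted p 0.0410), and an exon of the gene overlaps Chpf2 on the opposite strand. The other 4 SWI/SNF genes of the list passed neither adjustment. Of the 10 listed genes that did not pass over all genes, Gata4 included, 4 passed over the list.

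**Figure D2:**
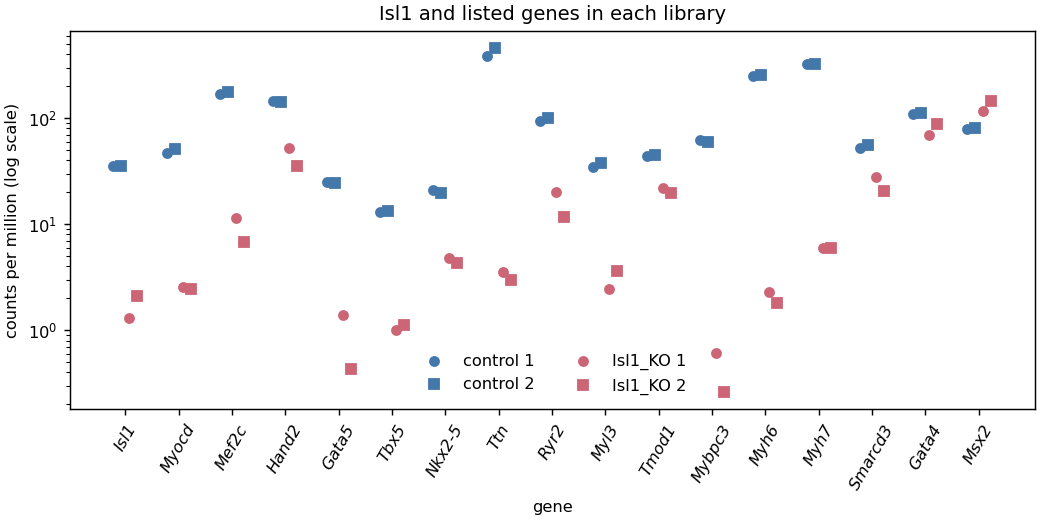
CPM on a log axis (y axis) for Isl1 and 16 genes of the list (x axis), with 1 symbol per library, blue for the 2 control and red for the 2 Isl1_KO libraries. Isl1_KO points lie below the control points for every gene shown except Msx2, from 78.7 against 111 CPM on average for Gata4 to 0.438 against 61.1 CPM for Mybpc3.

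By the rule for naming genes, the 5 largest decreases were those of Eif2s3y, Uty, Xirp1, Ddx3y and Sphkap. Eif2s3y, Uty and Ddx3y are on the Y chromosome, and the Isl1_KO libraries had 0 or 1 counts of each, so that they were at least 141-fold, 45.4-fold and 65.5-fold lower in Isl1_KO measured against the floor of 3 counts. Xirp1 (chromosome 9, 119922873 to 119932716), a muscle gene, had 160 and 182 counts in control against 1 and 0 in Isl1_KO, and was at least 77.6-fold lower (edgeR adjusted p 0.00276). Sphkap (chromosome 1, 83250714 to 83404775) fell from 65.4 ± 0.673 to 0.327 ± 0.0280 CPM (SD, n = 2 each), a log2 fold change of -7.60 (SE 0.165, edgeR adjusted p 1.1e-04).

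The largest increases named here were those of Mn1, Fgf3, Grap2 and Sycp3. Mn1 (chromosome 5, 111846382 to 111886053) rose from 12.9 ± 0.533 to 35.4 ± 0.0895 CPM (SD, n = 2 each), a log2 fold change of 1.46 (SE 0.108, edgeR adjusted p 0.00788). Fgf3 (chromosome 7, 152023988 to 152030341) rose from 29.2 ± 0.993 to 77.2 ± 17.2 CPM, a log2 fold change of 1.40 (SE 0.172, edgeR adjusted p 0.0306). Grap2 and Sycp3 rose by log2 fold changes of 1.26 (SE 0.199) and 1.21 (SE 0.183), with edgeR adjusted p of 0.0494 and 0.0466, and each of them missed the threshold when 10 counts were required in every library.

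The position of the genes along the chromosomes was compared as well, after the data had been seen. Windows of 40 neighbouring genes with a median of at least 0.3 above all genes marked a segment of chromosome 12 from 66066729 to 100688284. In it, 149 of 178 tested genes (83.7%) lay above the median fold change of all genes. The median of the segment relative to all genes was 0.39 in Isl1_KO replicate 1 and 0.42 in Isl1_KO replicate 2. Of the 65 genes called higher, 33 lay in this segment, which held 1.40% of the tested genes, and 2 genes of the segment were called lower. The 2 other windows that overlap the segment had medians of 0.299 (55993976 to 71212912) and 0.263 (88507192 to 104644555). In the 444 windows that do not overlap it the median ranged from -0.16 to 0.16.

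**Figure D3:**
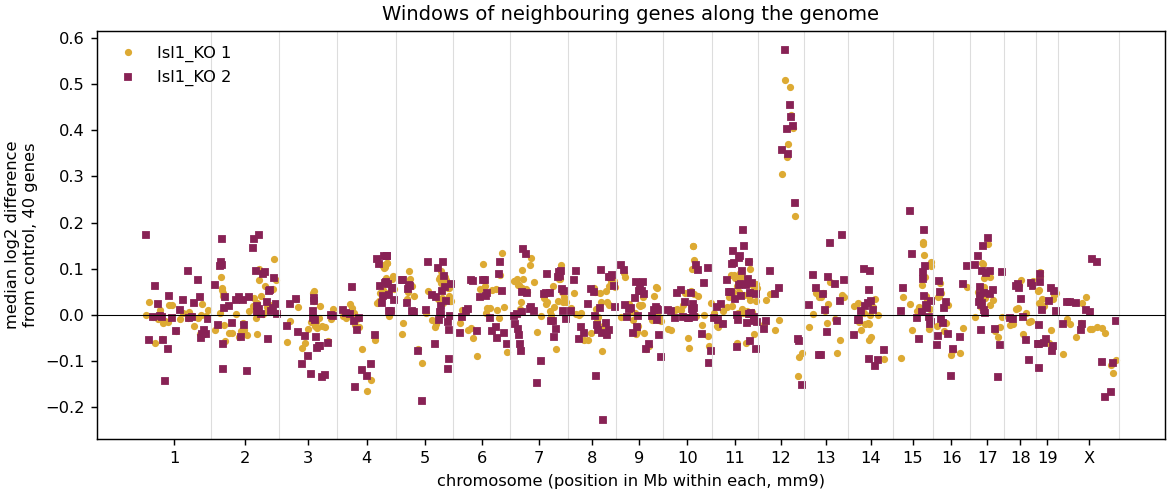
Median log2 difference from the control mean (y axis) in windows of 40 neighbouring genes with a mean log2 CPM of at least 3, along chromosomes 1 to 19 and X (x axis, position in Mb on mm9), with 1 symbol per window for each of the 2 Isl1_KO libraries. The highest windows in both libraries lie on chromosome 12, within or overlapping the stretch from 66.1 to 100.7 Mb.

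The 6 gene sets, listed beforehand, addressed the lineages that the study considers. In the sarcomere and contraction set the 35 tested genes were shifted by -3.45 relative to all genes (camera adjusted p 3.2e-29), and all 35 were lower. The 36 cardiac regulators, a set that includes Isl1 itself, were shifted by -0.95 (adjusted p 3.1e-10), with 31 lower and 5 higher. The 28 hematopoiesis genes were shifted by 0.48 (adjusted p 0.00355), with 19 higher and 9 lower, and 1 of them passed the threshold on its own. The 20 smooth muscle genes were shifted by -0.47 (adjusted p 0.0200), but the shift was -0.95 in Isl1_KO replicate 2 and only -0.012 in replicate 1, so it rested on 1 library. The 24 endothelium genes (-0.36, adjusted p 0.221) and the 24 SWI/SNF subunits (0.06, adjusted p 0.223) did not pass the threshold. The assumed inter-gene correlation mattered most: when it was estimated from each set, no set passed, and the adjusted p of the sarcomere set and of the cardiac regulators was 0.0842.

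**Figure D4:**
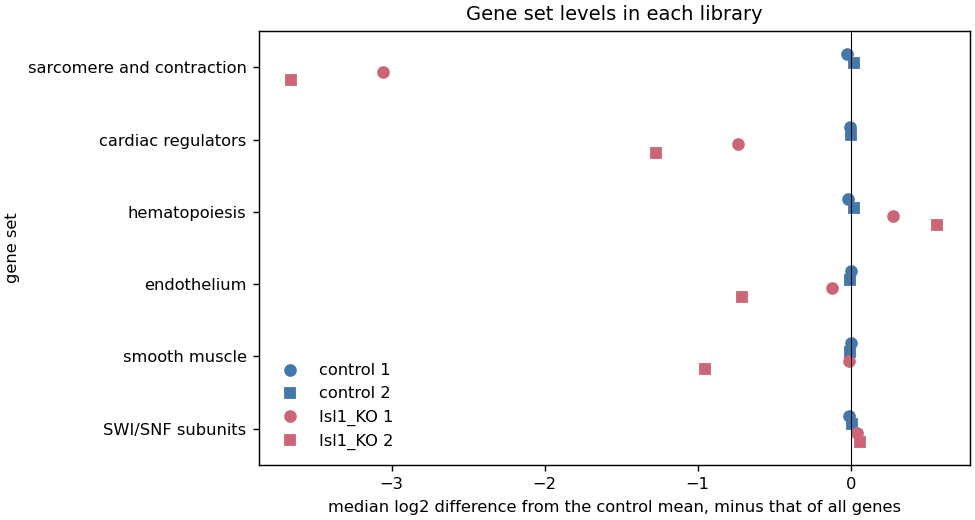
Median log2 difference of each gene set from the control mean, minus that of all genes (x axis), for the 6 sets (y axis), with 1 symbol per library, blue for the 2 control and red for the 2 Isl1_KO libraries. The sarcomere set lies at -3.06 and -3.65 in the Isl1_KO libraries, while the smooth muscle set lies near 0 in Isl1_KO replicate 1 and at -0.95 in replicate 2.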

Values the study reported

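The study reported 1014 differentially expressed genes between sorted Isl1 knockout and control progenitor cells, at a fold change over 1.5.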

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

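Isl1 kept its direction and stayed past the threshold under the 9 alternatives with a test, and its log2 fold change ranged from -4.66 to -4.02 across the 4 comparisons that each left out one library. The count of 312 genes rose to 492 without a filter, which kept all 312, and to 604 with DESeq2 (307 shared). It rose to 693 (255 shared) with the dispersion of the Isl1_KO pair and a likelihood ratio test, added after the data were seen. It dropped to 217 with at least 10 counts in every library (215 shared) and to 278 with all transcript entries (276 shared). The filter of 10 counts also removed genes that had fallen to few counts in Isl1_KO, such as Sphkap with 4 and 4 and Xirp1 with 1 and 0. Against a 1.5-fold change it dropped to 92, with 91 lower and 1 higher. Without the chromosome 12 segment and the Y chromosome, also added later, 231 genes were called, 23 higher and 208 lower. Of the 312 calls, only 33 higher and 2 lower lay in the segment and 4 on the Y chromosome. The refit therefore also lost calls outside these regions. Without Y-linked and imprinted genes 304 were called. The length offset gave 305 calls, of which 272 were shared, and with the block as well it gave 291, of which 219 were shared; Ttn, a very long transcript, moved from -7.01 to -5.81 under the length offset and stayed past the threshold. Of the 267 called genes over 1.5-fold, from 258 to 266 kept that size and direction when one library was left out, and 256 did in all 4 comparisons; with 1 library in a group no test was made, so the listed genes were not counted in that way.

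The 992 genes at the study's criteria fell to 499 with the adjusted p-value and to 540 with shrunken fold changes, and they were 1213 with edgeR's test (921 shared) and 812 with at least 10 counts in every library, while all transcript entries gave 1014 and the added fit without the segment and the Y chromosome gave 936. Shrinkage also lowered Spearman's rho with the fold changes of the authors' deposited table to 0.8545.

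With an estimated inter-gene correlation the sarcomere set (-3.45), cardiac regulators (-0.95), hematopoiesis (0.48) and smooth muscle (-0.47) no longer passed; that estimate has 2 residual degrees of freedom, and the cause was not tested. The endothelium set reversed to 0.059 when 10 counts were required in every library, and the cause was not tested. Leaving out one library gave ranges of -3.65 to -3.06 for the sarcomere set, -1.27 to -0.74 for cardiac regulators, 0.27 to 0.56 for hematopoiesis, -0.71 to -0.12 for endothelium, -0.95 to -0.012 for smooth muscle and 0.043 to 0.066 for SWI/SNF subunits.

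With the replicate number as a block, 428 genes were called (290 shared) and 806 met the study's criteria, Isl1 was at -4.39, and the same 4 sets passed. Same-numbered libraries did not deviate together (r 0.0093 across 12026 genes), so the numbers give no reason to pair the clones. Among the single genes named, 6 results no longer passed under an alternative, all for Grap2 or Sycp3, and 5 newly passed, all for Msx2. When one library was left out, 44 values moved by more than the replicate spread. Part of these moves were alike whichever library was left out, and cannot be put down to a single library. Eif2s3y was at -11.5 in the main fit and from -8.69 to -8.41 in the 4 comparisons. Sphkap was at -7.60 and from -7.34 to -7.19. Others occurred with 1 library only, such as that of Mef2c to -4.64 without Isl1_KO replicate 1.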

Other observations

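For the differences between Isl1_KO and control as a whole, 6 tests were fixed before the data were examined; the 14 other tests below were chosen only after the result was seen.

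The Y-linked genes gave the clearest sign of a clonal difference. Their summed level was 65.7 and 62.2 CPM in the control libraries, and at most 0.231 CPM in an Isl1_KO library (3 counts and 1 count in all). A candidate explanation is loss of the Y chromosome in both Isl1_KO clones, and this test was among those fixed beforehand. Reads moving to the X-linked copies would have raised these. All 4 departed upward from all genes, by at most 0.245 (Eif2s3x), and none of the 4 passed the threshold. For Eif2s3x the reads of its Y-linked copy would have given a rise of 2.09, and the departure differed from that by -1.85. For Ddx3x, Kdm6a and Kdm5c the expected rise was at most 0.140, too small for this comparison to decide. The median of X-linked genes departed by -0.048 from all genes, but inactivation of an X chromosome could give the same value in cells with 2 of them, so that state was not excluded.

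No chromosome from 1 to 19 or X departed as a whole by 0.3, the size fixed beforehand for a gained or lost chromosome, and the largest departure was 0.0994, on chromosome 12. That chromosome nevertheless had 10.0% of its tested genes called, against a median of 2.30% over the 20 chromosomes. The segment from 66.1 to 100.7 Mb was bounded by its own shift, so the shift had to be tested on other libraries. Bounded on the replicate 1 libraries alone, the segment had a median of 0.431 in the replicate 2 libraries, with 84.3% of its 178 genes above all genes. Bounded on the replicate 2 libraries, it reached from 56.0 to 100.7 Mb and had a median of 0.383 in the replicate 1 libraries. The shift was 0.439 after correction for transcript length. The values of 0.353 for the 143 genes that were not called, and of 0.321 and 0.446 for genes below and above the median expression, follow in part from how the segment was bounded and decide nothing. A gain of this segment in both Isl1_KO clones is a candidate explanation, and a lower dose in both control clones would look the same. The median of the whole segment, 1.32-fold, is below the 1.5-fold that 3 copies in place of 2 would give in every cell. DNA copy number was not measured here. If the hypothesis holds, 33 of the 65 higher genes, and 44 of the 222 higher at the study's criteria, may owe their change to the segment and not to the loss of Isl1.

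Of 22 tested imprinted genes 3 were called (Cdkn1c, Phlda2 and Plagl1), against 2.43% of the other genes (Fisher's exact test, two-sided, p = 0.0160). Only 23 of the 30 listed imprinted genes (76.7%) were matched, so this check is void as a test of imprinting in general. Cdkn1c had 4409 and 4581 counts in control and 149 and 137 in Isl1_KO, a log2 fold change of -5.42, and Phlda2 fell by 2.38 on the log2 scale. Slc22a18, between them on chromosome 7, was at 9 and 12 against 0 and 1 counts and did not pass (edgeR adjusted p 0.0672). Loss of the whole region is unlikely, because the 16 other tested genes within 1 Mb of Cdkn1c had a median of -0.10 relative to all genes and 0 of them were called. A change at the imprinted cluster that both clones carry may explain the pattern. Between the Isl1_KO libraries Cdkn1c differed by 0.042 and Phlda2 by 0.32 (log2), and Slc22a18 had too few counts for such a comparison. A direct dependence on Isl1 would look the same and cannot be told apart from it.

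The Y-linked transcripts and the chromosome 12 segment both set the Isl1_KO libraries apart from the control libraries. A shared ancestor cell of the Isl1_KO clones could account for this, as could changes arising in each clone or, for the segment, in the control cells; the highest Y-linked level of 0.231 CPM and the shift of 0.431 do not separate these. Changes that the clones share for this reason would not depend on Isl1, and 2 clones per group cannot tell them apart from changes that do. When the segment and the Y chromosome were left out, 231 genes were called, all of them among the 312. Some of the calls lost in that fit lay outside the segment and the Y chromosome.

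The control libraries, which the study's methods describe as different clones, were far closer to each other than the Isl1_KO libraries. Depth does not explain it: thinned to the control depth, the Isl1_KO pair still had a chi-square per degree of freedom of 14.6. The value of 1.14 in the control pair is near that of counting error, and a common culture or RNA behind both control libraries is a possible explanation that cannot be tested with these data.

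The Isl1_KO libraries also differed from each other. Of the 312 called genes 209 (67.0%) lay farther from control in replicate 2 than in replicate 1. Smooth muscle and fibroblast genes had a median log2 difference of -0.891 between replicate 2 and replicate 1 (33 of 35 genes lower), and pluripotency genes were higher by 0.334 (8 of 12 genes higher). Both may reflect a different mix of cell states in the sorted cells, but the direction had been seen before the tests were made, so they cannot decide it. Against control, fibroblast genes shifted by -0.87 (camera p 7.8e-05, and 0.298 with an estimated inter-gene correlation), so a difference in fibroblast or other mesenchymal RNA cannot be excluded, while pluripotency genes did not shift together (camera p 0.742, 12 of 18 genes tested). Log2 fold change followed transcript length weakly across genes (rho -0.175), under the 0.2 fixed beforehand, but the length correction kept only 272 of the 312 calls among its 305, so part of the calls depends on it.

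Nkx2-5 fell although the cells had been sorted on its reporter. If the sorted Isl1_KO cells were merely diluted by cells without a cardiac programme, genes of that programme would be expected to fall by about the same factor. Of 35 tested sarcomere genes, 19 fell further than Nkx2-5 by more than 2 standard errors of each value, and 7 fell less. Diluting cells that express Nkx2-5 could give the same picture, so dilution and a lower output per cell cannot be told apart in these bulk data.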
